# Stc2a inhibits IGF-stimulated somatic growth in favor of organismal survival under hypoxic stress

**DOI:** 10.3389/fendo.2025.1729649

**Published:** 2026-01-07

**Authors:** Zhengyi Wang, Jinay Shah, Shuang Li, Shriya Jaggi, Hui Xu, Cunming Duan

**Keywords:** hypoxia-inducible factor, IGF1 receptor, insulin-like growth factor, PAPP-A, stanniocalcin 2, zebrafish

## Abstract

In response to hypoxia, animals reduce somatic growth to shift energy resources toward the maintenance of vital functions and organismal survival. Although this phenomenon is widespread, the systemic factors and mechanisms involved remain poorly understood. Here we report that hypoxia causes major changes in zebrafish transcriptomic landscapes with hormonal activity or hormonal signaling identified as most prominently up-regulated GO term and KEGG pathway. Among the top in this group is Stanniocalcin 2a (Stc2a), a secreted glycoprotein that inhibits insulin-like growth factor (IGF) signaling by binding to pappalysin metalloproteinases and inhibiting their activities. The hypoxic induction of *stc2a* expression is attenuated in Hif2-deficient fish. Genetic deletion of Stc2a increased the developmental speed and growth rate, resulting in enlarged adult organ and body size. Under hypoxia, *stc2a*^-/-^ fish grew faster than wild-type fish but showed reduced survival rate. These phenotypes were reversed by inhibiting pappalysin metalloproteinase activity and by blocking IGF signaling. These findings suggest that Stc2a limits IGF-mediated somatic growth in favor of survival and that the induction of Stc2a is part of a conserved mechanism regulating the trade-off between somatic growth and organismal survival under hypoxic stress.

## Introduction

Hypoxia poses a fundamental bioenergetic challenge to animals and their cells. Hypoxia has been linked to human diseases, such as ischemia, inflammation, tumorigenesis, and intrauterine growth restriction. In response to low oxygen levels, cells shift their metabolism toward glycolysis and reduce overall metabolic demands by altering gene expression, primarily through the actions of hypoxia-inducible factors (HIFs) (1). HIFs, including HIF1, HIF2, and HIF3, are dimeric proteins composed of an oxygen-regulated α subunit and a constitutive β subunit (1, 2). Under normoxic conditions, HIF-α subunits are hydroxylated by prolyl hydroxylase domain proteins (PHDs) and targeted for degradation by the von Hippel–Lindau (VHL) E3 ubiquitin ligase complex (3). During hypoxia, hydroxylation is inhibited, resulting in the stabilization and accumulation of HIF-α subunits, which then translocate to the nucleus, dimerize with HIF-β, and bind to hypoxia response elements (HREs) in target genes, thereby enhancing their transcription (4–6). At the whole-organism level, animals further prioritize energy expenditure by reallocating resources to sustain essential functions, such as those of the brain and heart, while reducing investment in non-essential activities like growth and reproduction. This phenomenon, observed across diverse taxa, suggests the existence of evolutionarily conserved regulatory mechanisms (7). Despite this, the systemic factors and molecular mechanisms that orchestrate organism-wide responses to hypoxia remain poorly understood.

Zebrafish (*Danio rerio*) is a valuable vertebrate model for dissecting systemic factors and mechanisms underlying somatic growth and body size regulation, owing to its small size, rapid development, and short generation time. Previous studies in zebrafish have demonstrated that hypoxia retards developmental and growth rates by attenuating insulin-like growth factor (IGF) signaling (8–12). IGFs are evolutionarily ancient polypeptides structurally related to insulin. The actions of IGFs are mediated through the IGF-1 receptor (IGF-1R), a receptor tyrosine kinase. Ligand binding induces IGF-1R tyrosine phosphorylation, activating major intracellular signaling cascades such as PI3K-AKT-mTOR and RAS-MEK-ERK pathways, which drive cell proliferation, growth, differentiation, and survival (13, 14). The IGF system further comprises six types of high-affinity IGF binding proteins (IGFBP1–6), which sequester IGFs and inhibit their interaction with IGF-1R, thereby modulating IGF signaling (15) (16). Some IGFBPs also possess IGF-independent biological activities (17–19). The bioavailability of IGFs is tightly regulated by IGFBP proteases such as the pappalysin family members, including pregnancy-associated plasma protein-A (PAPP-A) and PAPP-A2. These enzymes cleave IGFBPs and release IGFs from the IGFBP complexes and make them available for receptor binding (20, 21). Recent findings have shown that PAPP-A-mediated IGFBP proteolysis is further modulated by stanniocalcin-1 (STC1) and stanniocalcin-2 (STC2) (16, 22, 23), both of which are potent PAPP-A and PAPP-A2 inhibitors (20, 21). While STC1 binds PAPP-A non-covalently, STC2 interacts covalently and irreversibly to PAPP-A/A2, leading to decreased IGF bioavailability and reduced IGF-1R signaling (22). Notably, human loss-of-function mutations in STC2 have been associated with increased adult height and enhanced local IGF signaling (22–24).

The objective of this study is to investigate hypoxia-induced transcriptomic changes using zebrafish and to identify novel systemic factors and mechanisms regulating the trade-off between somatic growth and organismal survival under hypoxic stress. We found that hypoxia caused major changes in the transcriptome landscapes and the most prominently up-regulated pathway is hormonal activity, with *stc2a* among the top. Our genetic, physiological, and pharmacological evidence indicates that hypoxic induction of Stc2a represents an adaptive mechanism that restricts IGF-stimulated somatic growth, redirecting energy toward critical survival processes in hypoxia.

## Results

### Hypoxia results in major changes in hormonal signaling and metabolism

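RNA-seq was carried out on poly(A) RNA of zebrafish larvae held at 6% O2 (hypoxia) or at the atmospheric level of 20.9% O2 (normoxia) between 81 and 96 hpf (hours after fertilization). Each biological replicate was a pool of 30 larvae, with 3 replicates in hypoxia and 4 in normoxia. The paper states a depth of 89500000 to 104600000 paired-end reads per sample. The authors trimmed the reads, aligned them to GRCz11 with the Ensembl release 113 annotation and counted them per gene with featureCounts, and deposited the counts without normalization. The values used here are these counts. Their total per library was 70275114, 76000564, 72127227 and 78235938 in normoxia replicates 1 to 4 and 69006430, 67083058 and 69920400 in hypoxia replicates 1 to 3. The deposited table holds 25049 Ensembl genes, and the lowest total of any gene over the 7 libraries is 10 counts. A filter on low counts (filterByExpr) left 23716 genes, the libraries were scaled by TMM factors, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TMM factors were 1.02 to 1.04 in normoxia and 0.951 to 0.977 in hypoxia. Genes with an adjusted p under 0.05 and a log2 fold change beyond 0.6 in either direction were called DEGs, the thresholds of the paper's methods. The choices that could change these calls are the scaling, the count filter, the test and where the fold-change threshold is applied.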

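By these thresholds 2495 of the 23716 tested genes (10.5%) differed between hypoxia and normoxia larvae, 729 higher and 1766 lower in hypoxia. The median log2 fold change was 0.75 among the up-regulated and -0.82 among the down-regulated DEGs. In 12534 of all tested genes (52.9%) every hypoxia library lay on the same side of every normoxia library, where chance gives 5.71% for 3 libraries against 4. Among the DEGs, which were selected for a difference between the groups, this held for 2358 (94.5%). The common biological coefficient of variation between replicates was 0.0785. With DESeq2 in place of edgeR, 703 genes were up-regulated and 1708 down-regulated, and 2353 of these 2411 genes were also called by edgeR. The number of calls moved most when the log2 threshold of 0.6 was placed inside the test (glmTreat), which left 300 genes, 133 up and 167 down. Scaling by library size alone shifted the median log2 fold change of all tested genes to -0.10 and gave 427 up-regulated and 2484 down-regulated DEGs, so that 14.7% of the calls were up in place of 29.2%.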

RNA-seq analysis of hypoxia-treated and control zebrafish larvae detected a total of 2411 differentially expressed genes (DEGs), including 703 up-regulated and 1708 down-regulated DEGs (**Figure 1A**). 

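On log2 CPM (counts scaled to TMM-adjusted library size) of the 23716 tested genes, the first principal component held 61.7% of the variance between the 7 libraries and the second 9.49%. Scores on the first component were -38.2, -22.5, -29.1 and -22.2 in normoxia replicates 1 to 4 and 20.3, 38.6 and 53.1 in hypoxia replicates 1 to 3. The difference between the group means was larger than in any other division of the 7 libraries into 4 and 3 (exact permutation test on the absolute difference, p = 0.029, the smallest p these group sizes allow). Euclidean distances averaged 45.0 between normoxia replicates (6 pairs) and 50.2 between hypoxia replicates (3 pairs). Between the groups they averaged 76.3 (12 pairs), and the closest such pair, at 60.3, was farther apart than the most distant replicates, at 57.1. Hierarchical clustering with complete linkage, cut into 2 clusters, placed the normoxia libraries in one and the hypoxia libraries in the other, over all tested genes. The share of the first component moved most with DESeq2's variance-stabilizing transformation, to 72.9%. The paper clustered its DEGs, which were selected for a difference between these groups. From that clustering and from principal components, it states that the 2 groups are distinctly clustered.

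**Figure D1:**
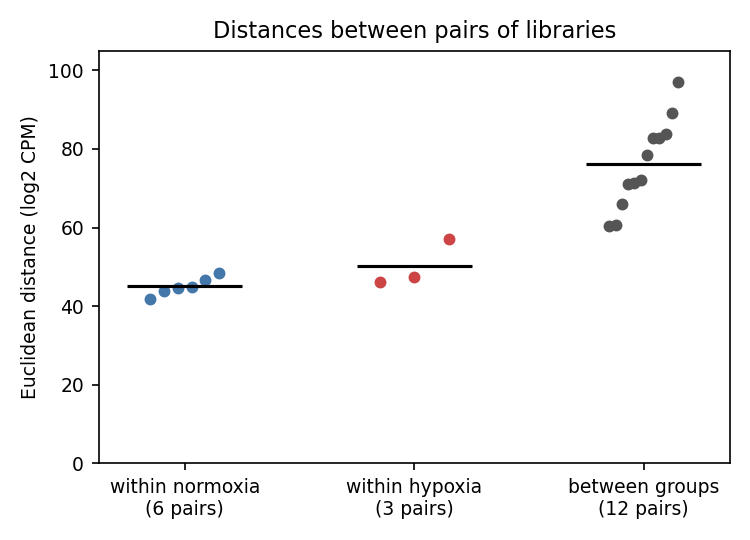
Euclidean distance on log2 CPM (vertical axis) for each pair of libraries within normoxia (6 pairs), within hypoxia (3 pairs) and between the groups (12 pairs). Points are pairs and lines are means (45.0, 50.2 and 76.3).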

The two groups are distinctly clustered in hierarchical clustering (**Figure 1B**) and principal component analysis (**Supplementary Figure S1A**). The RNA-seq results were confirmed by qRT-PCR assays using a different set of biological samples (**Figure 1C**) and similar changes were detected in 18 out of 20 genes tested (**Supplementary Figure S1B**).

**Figure 1:**
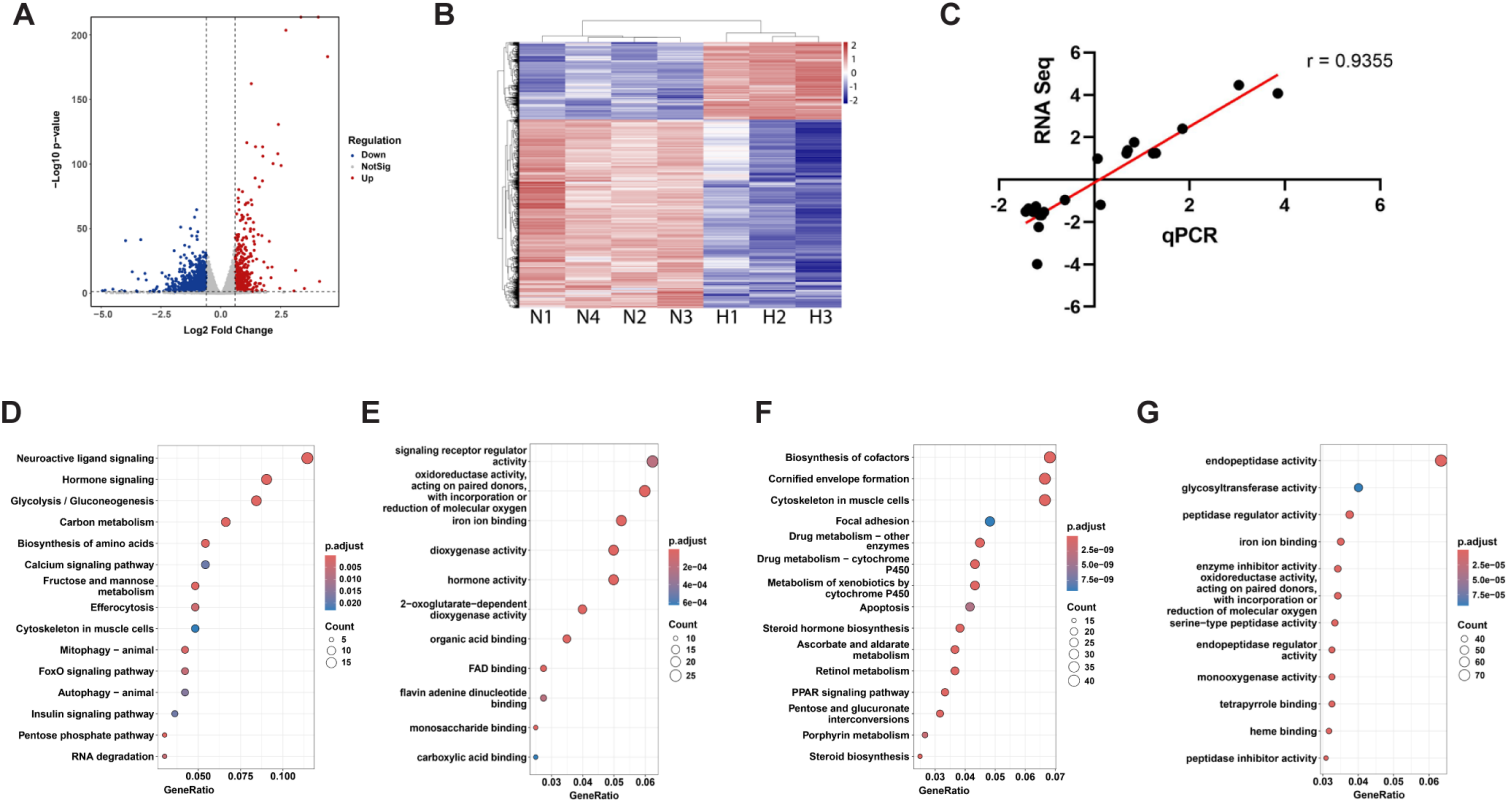
RNA-seq analysis of hypoxia-treated and normoxia control zebrafish. **(A)** Volcano plot of differentially expressed genes (DEGs) between hypoxia and normoxia groups. Significance on y-axis as -log_10_ (p-value) and effect size on x-axis as log_2_ (fold change). Dotted lines represent cutoffs of adjusted p-value < 0.05 and |log2(fold change)| > 0.6. Up-regulated genes under hypoxia are shown in red, down-regulated in blue, and non-significant change genes in gray. **(B)** Hierarchical clustering of the DEGs in the normoxia (N) and hypoxia (H) groups. Rows represent individual genes, and columns represent biological replicates from hypoxia and normoxia groups. Gene expression values were normalized and scaled by row (z-scores), with red indicating higher expression and blue indicating lower expression relative to the mean. **(C)** qRT-PCR confirmation of RNA-seq data. Changes (log2) in the mRNA levels of the 20 genes measured by RNA-seq were plotted against those detected by qPCR. The line indicates the linear correlation between the results of RNA-seq and qPCR. **(D, F)** KEGG pathway enrichment for up-regulated **(D)** and down-regulated **(F)** DEGs. **(E, G)** GO molecular function enrichment analysis for up-regulated **(E)** and down-regulated **(G)** DEGs. Dot size indicates the number of genes mapped to each term, and dot color reflects the statistical significance (adjusted p-value).

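The adjusted p threshold alone was passed by 11790 of the tested genes (49.7%), of which 5840 were higher and 5950 lower in hypoxia. The fold-change threshold removed 9295 of them, 5111 higher and 4184 lower. The median absolute log2 fold change of the 11790 genes was 0.38. Fold changes of DEGs ran from -3.97 to 4.47 on the log2 scale. The 2 largest increases among DEGs with a mean normalized count of at least 50 and groups that did not overlap belonged to ENSDARG00000045142 and ENSDARG00000032553. ENSDARG00000045142 rose from 1.36 ± 0.315 CPM (SD, n = 4) to 30.2 ± 5.56 CPM (SD, n = 3), a log2 fold change of 4.47 (standard error 0.16, adjusted p = 1.1e-07 from edgeR's quasi-likelihood test). ENSDARG00000032553 rose from 2.93 ± 0.251 CPM to 49.4 ± 0.699 CPM, a log2 fold change of 4.08 (standard error 0.07, adjusted p = 8.9e-11 from the same test). The 2 largest decreases were those of ENSDARG00000068006, from 5.10 ± 1.73 CPM to 0.322 ± 0.0447 CPM (log2 fold change -3.97, standard error 0.32, adjusted p = 1.5e-05), and of ENSDARG00000104540, from 6.86 ± 2.56 CPM to 0.527 ± 0.202 CPM (log2 fold change -3.69, standard error 0.35, adjusted p = 3.3e-05). With each library left out in turn, the log2 fold change of ENSDARG00000045142 stayed between 4.33 and 4.59 and that of ENSDARG00000068006 between -4.15 and -3.75. The counts list genes by Ensembl identifier only.

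**Figure D2:**
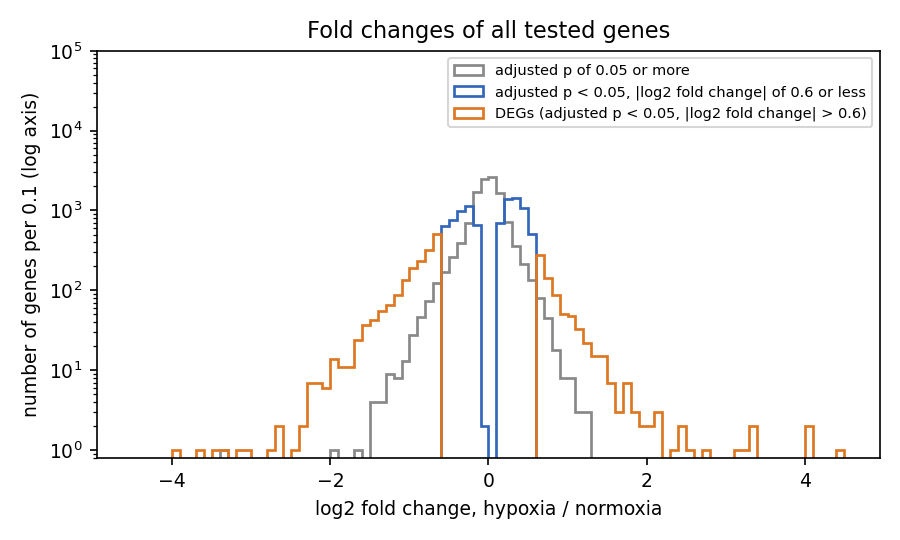
Number of tested genes (vertical axis, log scale) by log2 fold change of hypoxia over normoxia (horizontal axis) for genes with an adjusted p of 0.05 or more, genes past the adjusted p alone, and DEGs. The 1766 down-regulated DEGs reach further from 0 in larger numbers than the 729 up-regulated DEGs, while the genes past the adjusted p alone are more often higher (5111) than lower (4184).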

KEGG analysis indicated that the up-regulated DEGs are highly enriched in the glycolysis/gluconeogenesis pathway, followed by carbon metabolism, amino acid synthesis etc. (**Figure 1D**). The topmost enriched pathways, however, are “neuroactive ligand signaling” and “hormonal signaling” (**Figure 1D**). In addition, “calcium signaling”, “FoxO signaling”, and “insulin signaling” pathways are also enriched (**Figure 1D**). In agreement, GO (Molecular Function) analysis identified “signaling receptor regulator activity” as the top enriched term in the up-regulated DEGs (**Figure 1E**). “Hormone activity”, largely overlapping with “signaling receptor regulator activity “, is also enriched (**Figure 1E**). 

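Fig. 2A lists 20 up-regulated DEGs with hormone activity by symbol and Ensembl identifier, which pairs them with the counts. All 20 were up-regulated DEGs in the edgeR fit, among 729 in total, and all 20 passed an adjusted p of 0.05 when the adjustment covered these 20 genes only, although the list is the paper's own selection on the same libraries. In 19 of them every hypoxia library exceeded every normoxia library; the exception was nppb. For cnp4l (ENSDARG00000097093) no normoxia library had more than 3 counts, and hypoxia libraries had 13 to 16. Its mean CPM in hypoxia was at least 5.65-fold higher than in normoxia, taking normoxia at the floor of 3 counts per library. Among the other 19 genes the log2 fold change ran from 0.65 for si:dkey-175g6.2 (ENSDARG00000086665; standard error 0.12, adjusted p = 0.0015 from edgeR's quasi-likelihood test) to 1.25 for epoa (ENSDARG00000055163; standard error 0.13, adjusted p = 6.7e-05). In epoa, which encodes erythropoietin, normalized CPM was 0.883 ± 0.0899 (SD, n = 4) in normoxia and 2.10 ± 0.101 (SD, n = 3) in hypoxia. The gnrh2 gene (ENSDARG00000044754) had a log2 fold change of 1.23 (standard error 0.17, adjusted p = 0.00025). The widest error among these 19 was that of nppb (ENSDARG00000052958), at a log2 fold change of 1.22 with a standard error of 0.32 (adjusted p = 0.0093). With each library left out in turn, 15 of the 20 genes were called in all 7 fits. The genes adm2b, si:dkey-175g6.2, smtlb, uts1 and vgf lost their call in at least 1 fit, and none changed sign. With the fold-change threshold inside the test, 4 of the 20 were called. Scaling by library size alone kept 15.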

Other enriched GO terms are oxidoreductase activity, iron ion binding, dioxygenase activity, FAD binding etc. (**Figure 1E**). The enriched down-regulated KEGG pathways include biosynthesis of co-factor, cornified envelope formation, cytoskeleton in muscle cells, focal adhesion etc. (**Figure 1F**). The top enriched down-regulated GO terms are endopeptidase activity, glycosyltransferase activity, peptidase regulator activity, iron ion binding, enzyme inhibitor activity etc. (**Figure 1G**). GO CNET plot of the up-regulated DEGs revealed the top five most significantly enriched molecular function terms are dioxygenase activity, 2-oxoglutarate-dependent dioxygenase activity, hormone activity, oxidoreductase activity acting on paired donors with incorporation or reduction of oxygen, and FAD binding. Correspondingly, the top five enriched terms among down-regulated DEGs were endopeptidase activity, peptidase regulator activity, endopeptidase regulator activity, peptidase inhibitor activity, and monooxygenase activity (**Supplementary Figures S1C, D**).

### Hypoxic induction of stc2a expression

We further analyzed the RNA-seq dataset by ranking the up-regulated DEGs in hormone activity according to their mRNA abundance (**Figure 2A**). 

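Gene lengths of the annotation the authors counted on are not used here, so abundance is given as CPM, which does not correct for transcript length, in place of the TPM of Fig. 2A. By mean CPM in hypoxia the first gene of the list was vgf (ENSDARG00000105529), at 52.7 ± 6.09 CPM (SD, n = 3), against 32.8 ± 3.42 CPM (SD, n = 4) in normoxia. The second was stc2a. The third was si:dkey-175g6.2, at 31.4 ± 4.62 CPM in hypoxia and 20.0 ± 3.20 CPM in normoxia, and the fourth was nppcl2 (ENSDARG00000116713), at 17.3 ± 0.305 CPM and 9.11 ± 0.709 CPM. The next gene, admb (ENSDARG00000069027), reached 6.51 ± 0.389 CPM in hypoxia, and the last, cnp4l, 0.222 ± 0.0289 CPM. At the total counts of the 7 libraries, without TMM scaling, 3 counts corresponded to 0.0383 to 0.0447 CPM. This floor covers counting error only.

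**Figure D3:**
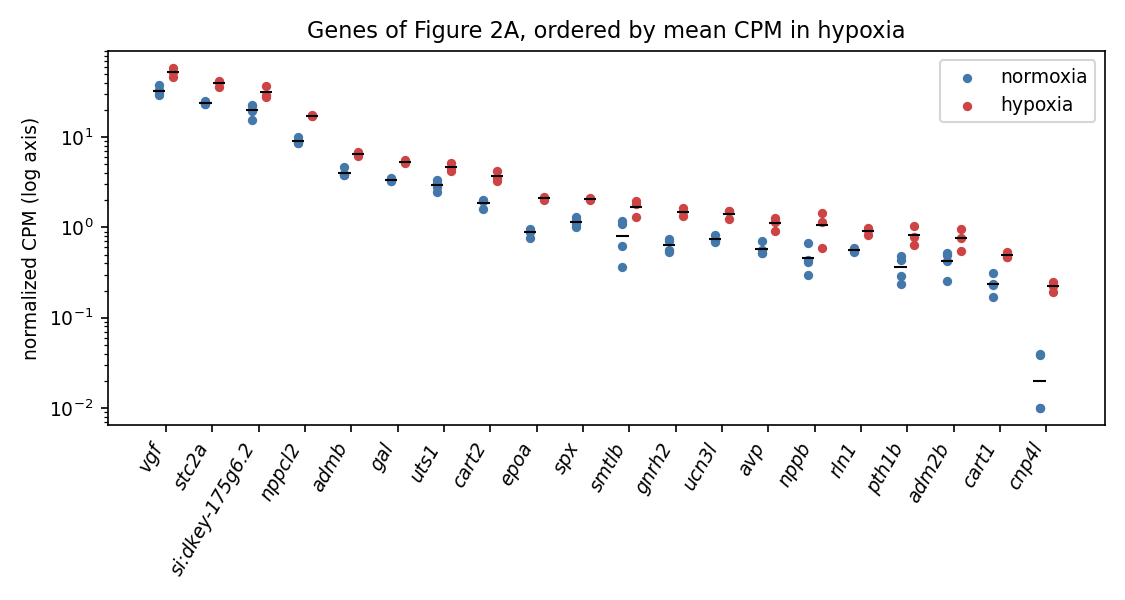
Normalized CPM (vertical axis, log scale) of the 20 genes of Fig. 2A in each normoxia and hypoxia library, ordered by mean CPM in hypoxia. Points are libraries, short lines are group means, and libraries without a count of cnp4l are drawn at 0.01 CPM; vgf, stc2a, si:dkey-175g6.2 and nppcl2 stand first.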

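The stc2a gene (ENSDARG00000056680) held place 2 of the 20 hormone genes in each of the 3 hypoxia libraries and with each hypoxia library left out in turn. Over all 729 up-regulated DEGs it was in place 148 by mean CPM in hypoxia and in place 418 by log2 fold change.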

Among the top on the list is *stc2a*, which has been implicated in human body height regulation and IGF signaling (22–24) During early development, *stc2a* mRNA levels increased gradually and reached the plateau at 4 days post fertilization (dpf) (**Figure 2B**). Data mining from the Zebrahub scRNA-seq database (25), indicated that *stc2a* mRNA is detected in multiple tissues from 0 somite stages to 10 dpf, and is particularly abundant in the central nervous system, periderm, neural crest, paraxial mesoderm (**Figure 2C**). In the adult stage, the highest *stc2a* mRNA levels were detected in the brain, followed by kidney, eyes, and fin. (**Figure 2D**). Importantly, hypoxia increased *stc2a* mRNA levels at multiple developmental stages (**Figure 2E**). The hypoxia-induced *stc2a* mRNA expression was attenuated in *hif2a*^-/-^ deficient fish (**Figure 2E**), suggesting that *stc2a* expression is induced by hypoxia, likely through the action of Hif2.

**Figure 2:**
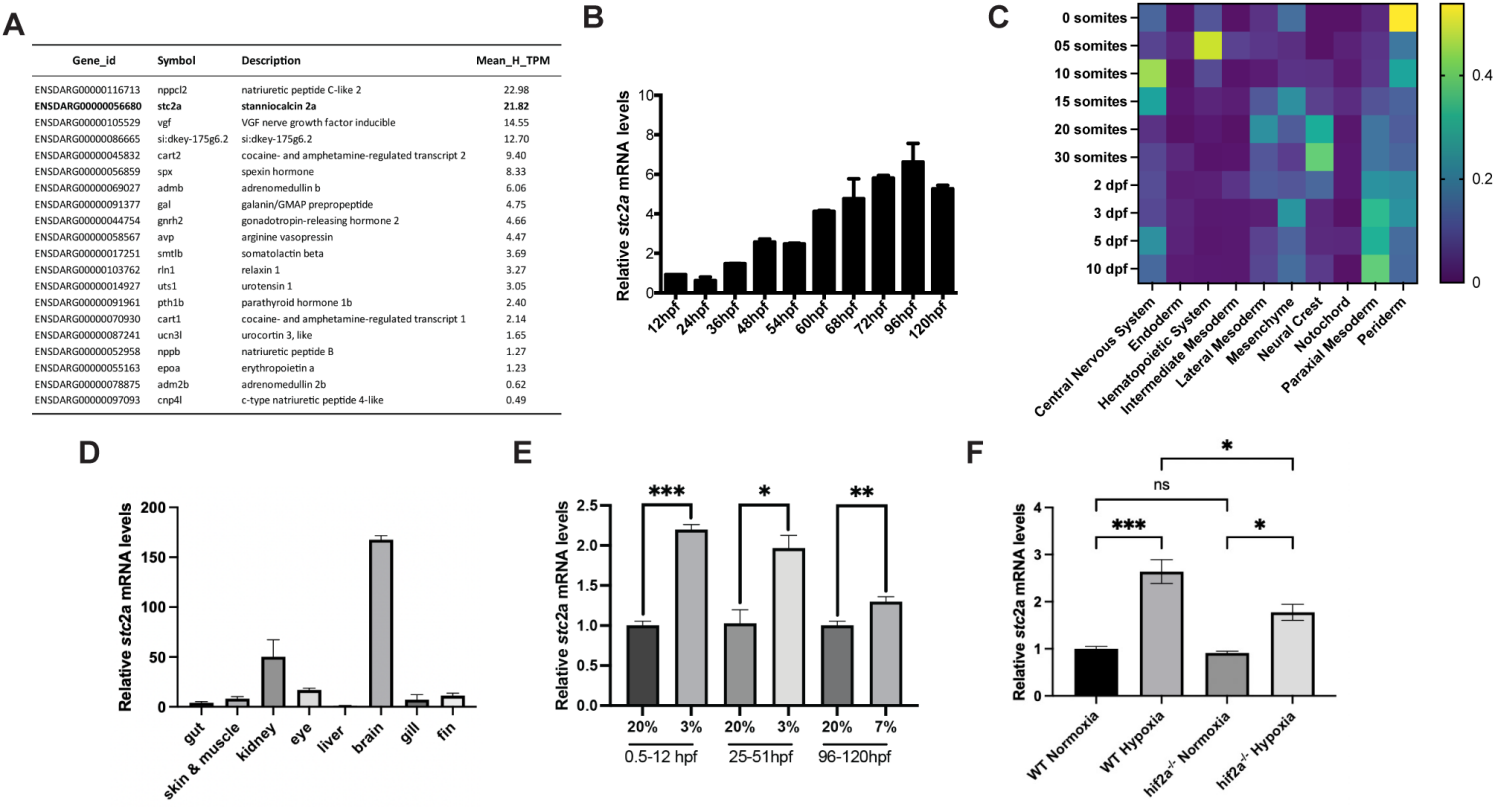
Identification of *stc2a* as a hypoxia-inducible gene. **(A)** List of genes enriched in the GO term hormone activity. mRNA abundance is ranked by mean transcripts per million (TPM) in the hypoxia group. **(B)** qRT-PCR analysis results of *stc2a* mRNA expression at the indicated developmental stages. hpf, hour post fertilization. Data are shown as mean ± SEM. n = 10-15. **(C)** Relative *stc2a* mRNA expression extracted from Zebrahub scRNA-seq database. **(D)** Levels of *stc2a* mRNA in the indicated adult tissues. RNA was extracted from the indicated tissues and analyzed by RT-qPCR analysis and normalized by 18s rRNA. Data are shown as mean ± SEM. n = 3. **(E)** qPCR analysis result of *stc2a* mRNA expression. Fish were subjected to hypoxia at the indicated air O_2_ levels and periods. RNA was isolated and *stc2a* mRNA levels examined by RT-qPCR and normalized by β-actin mRNA levels. Note: Because 3% O_2_ is lethal for advanced larvae, 7% O_2_ was used in the 96–120 hpf group. Data are shown as mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001, t-test. n = 3-4. **(F)** Hypoxia-induced *stc2a* mRNA expression in Hif2a-deficient and wild-type (WT) fish. RNA was isolated and *stc2a* mRNA levels examined by RT-qPCR, normalized by β-actin mRNA levels.

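In the RNA-seq counts stc2a had 1680 to 1977 counts in the 4 normoxia libraries and 2408 to 2823 in the 3 hypoxia libraries. Normalized CPM was 23.1, 23.3, 25.0 and 24.6 in normoxia replicates 1 to 4 and 35.7, 41.0 and 42.0 in hypoxia replicates 1 to 3. The mean was 24.0 ± 0.930 CPM (SD, n = 4) in normoxia and 39.6 ± 3.39 CPM (SD, n = 3) in hypoxia, a log2 fold change of 0.72 (standard error 0.06, adjusted p = 2.1e-05 from edgeR's quasi-likelihood test), or 1.65-fold. Every hypoxia library was above every normoxia library (exact permutation test on the absolute difference, p = 0.029, the smallest p that 3 libraries against 4 allow). With each library left out in turn the log2 fold change stayed between 0.67 and 0.79. In the RefSeq annotation of GRCz12tu, another assembly than the one the reads were aligned to, 2 long non-coding RNA genes overlap stc2a, and the paper's methods do not state whether the counting used strand, so the counts of stc2a are uncertain to that extent. From the list of Fig. 2A and from qRT-PCR assays, the paper identifies stc2a as a hypoxia-inducible gene.

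**Figure D4:**
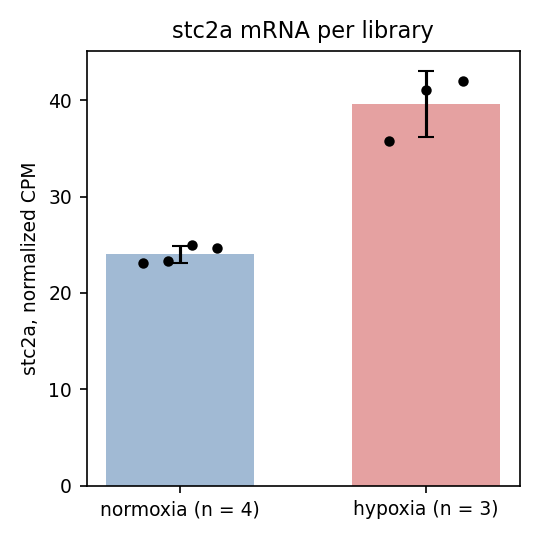
Normalized CPM of stc2a (vertical axis) in normoxia (n = 4) and hypoxia (n = 3) libraries. Bars are means, error bars are SD and points are libraries; hypoxia libraries lie between 35.7 and 42.0 and normoxia libraries between 23.1 and 25.0.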

### Loss of Stc2a increases growth of adult organ and body size

Using CRISPR-Cas9, two mutant zebrafish lines, *stc2a(Δ2 + 4)^-/-^* and *stc2a(Δ5)^-/-^*, were generated for functional analysis. Both are predicted to be null mutations. In both mutant lines, there was a significant reduction in the *stc2a* mRNA levels, whereas no such changes were found with the mRNA levels of the closely related *stc2b* (**Supplementary Figure S2B**). Both mutant fish lines survived to adulthood and reproduced well under standard conditions. The gross morphology of these *stc2a^-/-^* fish was indistinguishable from their siblings (**Figure 3A**). Compared with wild-type fish, however, the body length of *stc2a(Δ2 + 4)^-/-^* and *stc2a(Δ5)^-/-^* larvae was significantly greater (**Figure 3B**). Likewise, the head-trunk angle (HTA) and somite number, two parameters of zebrafish developmental speed (73), were significantly greater (**Figures 3C, D**), suggesting these mutant fish develop more rapidly and grow faster. Next, *stc2a(Δ2 + 4)^+/-^* fish were intercrossed and the offsprings were grew under the same conditions for 6 months. Compared with their wild-type and heterozygous siblings, *stc2a(Δ2 + 4)^-/-^* fish had greater body length and body weight (**Figures 3E, F**). Likewise, the lengths of the pelvic and dorsal spines in 1 year-old *stc2a(Δ2 + 4)^-/-^* fish were greater than those of the siblings (**Figures 3G, H**). These results suggest that Stc2a negatively regulates somatic growth, organ size, and body size in adult fish.

**Figure 3:**
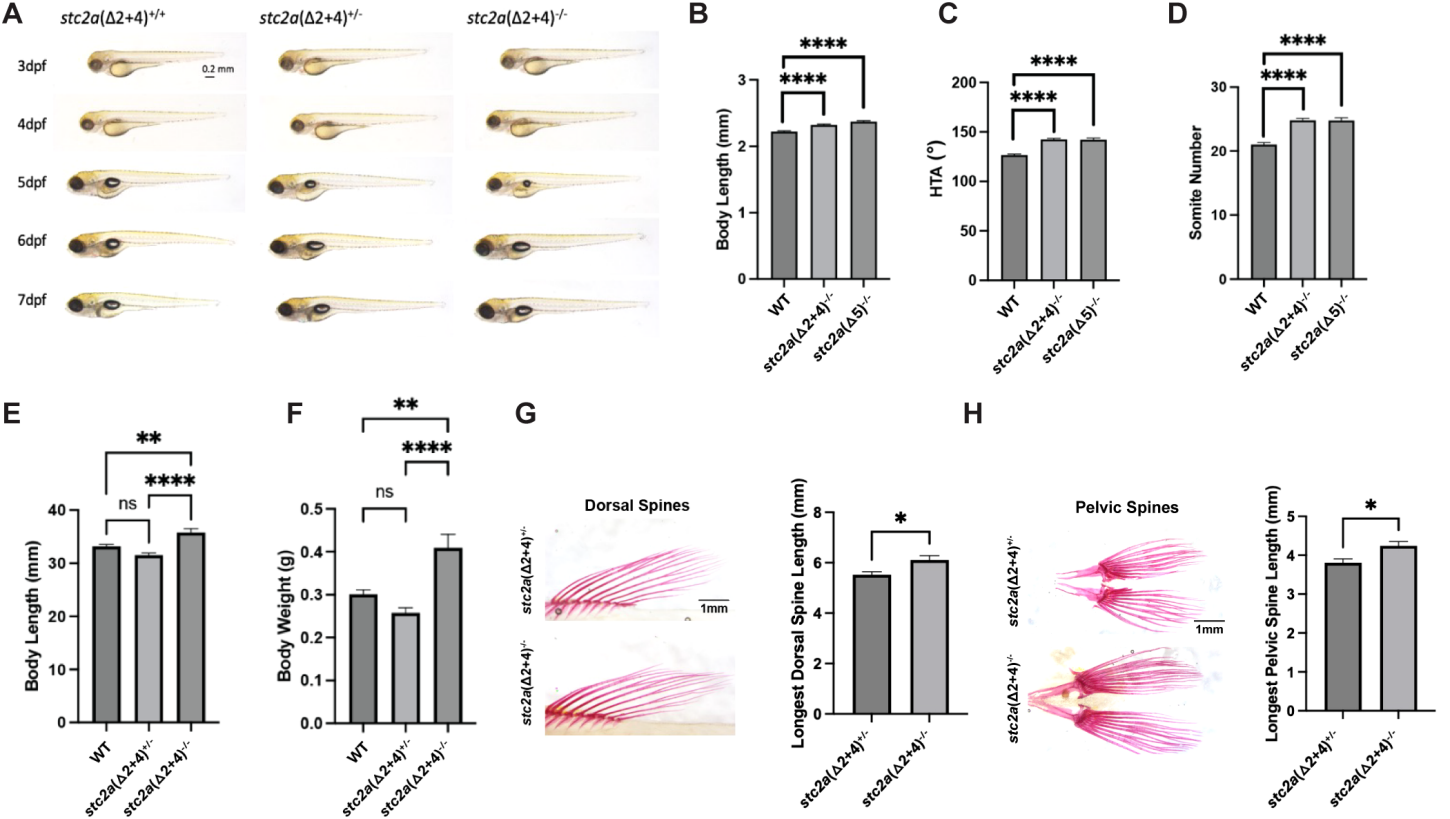
Loss of Stc2a increases developmental speed and growth rate, resulting in enlarged adult organ and body size. **(A)** Gross morphology of fish of the indicated genotypes at the indicated stages. Lateral views with anterior to the left and dorsal up. Scale bar = 0.2mm. dpf, day post fertilization. (**B, C**). Body length **(B)** and head-trunk angle (HTA) **(C)** of the indicated mutant fish and wild-type (WT) zebrafish at 51 hpf. WT, n = 76, *stc2a(Δ2 + 4)*^-/-^, n = 73, and *stc2a(Δ5)*^-/-^, n = 10. ****p < 0.0001 by one-way ANOVA followed by Tukey’s multiple comparisons test. **(D)** The somite number of the indicated fish line at 26 hpf. WT, n = 40, *stc2a(Δ2 + 4)*^-/-^, n = 25, and *stc2a(Δ5)*^-/-^, n = 14. ****p < 0.0001 by one-way ANOVA followed by Tukey’s multiple comparisons test. **(E, F)** Body length **(E)** and body weight **(F)** of the indicated genotype of 6 month-old. WT, n = 16, *stc2a(Δ2 + 4)^+/-^*, n = 14, and *stc2a(Δ5)^-/-^*, n = 15. **p < 0.01, ****p < 0.0001 by one-way ANOVA followed by Tukey’s multiple comparisons test. **(G–H)** Dorsal spine length **(G)** and pelvic spine length **(H)** of the indicated genotypes of 1 year-old. Fish were stained by alizarin red and a representative image is shown on the left and quantitative results on the right. *p < 0.05 by unpaired two-tailed t-test. *stc2a(Δ2 + 4)^+/-^* n = 6, and *stc2a(Δ5)^-/-^*, n = 8. In all above panels, data shown are mean ± SEM.

Since genetic deletion of *stc1a*, a structurally related gene, resulted in increased ionocyte cell number, ectopic calcium deposits, kidney stone-like calcium deposits, and reduced bone mineralization (26, 27), we crossed *stc2a(Δ5)^-/-^* fish with *Tg* (*igfbp5a*:GFP) fish, a stable transgenic line expressing EGFP in calcium transporting ionocytes or NaR cells (28), and measured the NaR cell number. There were no differences among the different genotypes (**Supplementary Figures S3A, B**). Alizarin red staining of the juvenile and adult *stc2a(Δ2 + 4)^-/-^* fish did not detect notable differences in calcified tissues (**Supplementary Figures S3C, D**), suggesting that Stc2a does not play an indispensable role in regulating ionocyte proliferation, calcium balance, bone mineralization nor kidney development or function.

### Stc2a regulates somatic growth via the Pappalysin-Igfbp-Igf signaling axis

We postulated that Stc2a may regulate somatic growth by inhibiting the pappalysin family metalloproteinase (including PAPP-A and PAPP-A2) and IGF signaling activity. In zebrafish, there are 3 pappalysin family members, including Papp-aa, Papp-ab, and Papp-a2 (29, 30). Currently, there is no specific antibodies against any of these proteins. qRT-PCT analysis showed the levels of *papp-aa* and *papp-a2* mRNA levels were similar between wild-type fish and *stc2a*^-/-^ fish (**Supplementary Figure S4A**). Although there was a markedly increase in *papp-ab* mRNA levels, this change was not statistically different (**Supplementary Figure S4**). Hypoxia did not alter their mRNA levels of *papp-aa* and *papp-ab*, while it caused a modest but statistically significant decrease in *papp-a2* mRNA levels. (**Supplementary Figure S4**). Commercially antibodies against mammalian phospho-IGF1 receptor did not yield specific signal in zebrafish larvae. Western blotting of the whole body lysates did not detect major differences in phospho-Akt and phospho-Erk levels between *stc2a(Δ2 + 4)^-/-^* and wild-type fish (**Figures 4A, B**). The low sensitivity of the assay and the lack of tissue/cell resolution may obscure the results.

**Figure 4:**
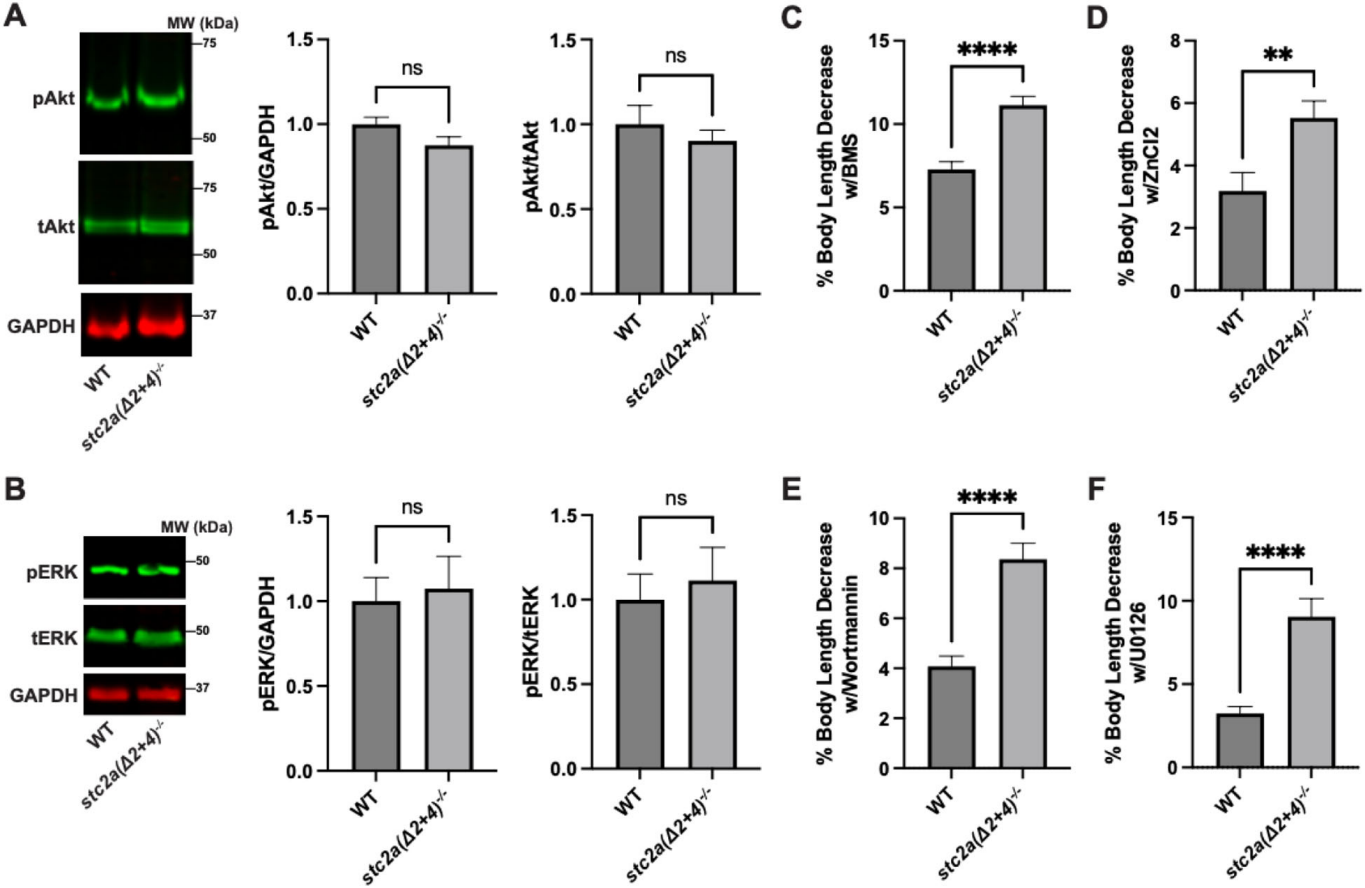
Stc2a regulates somatic growth in an IGF signaling-dependent manner. **(A)** Whole body phospho-Akt levels. Lysates of pooled wild-type (WT) and *stc2a(Δ2 + 4)*^-/-^ larvae (3 dpf) were analyzed by Western blotting using antibodies against phospho-Akt, total Akt, and GAPDH. Representative images are shown in the left panel; quantified results are shown in the middle and right panels. n = 7, ns, no significant, t -test. **(B)** The same samples described in **(A)** were analyzed using phospho-ERK, total ERK levels, and GAPDH. n = 7, ns, no significant, t-test. **(C)** Fish of the indicated genotypes were treated with 1.5 μM BMS-754807 or vehicle from 6–51 hpf. Body length was measured individually. Percent decrease caused by BMS treatment was calculated and shown. n = 58~68. ****, P < 0.001, t-test. **(D)** Fish of the indicated genotypes were treated with 8 μM ZnCl_2_ from 6–51 hpf. Body length was measured individually. Percent decrease caused by ZnCl_2_ was calculated and shown. n = 36~43. **, P <0.01, t-test. **(E, F)** Fish of the indicated genotypes were treated with 0.3 μM wortmannin **(E)** or 8 μM U0126 or vehicle from 6–51 hpf. Body length was measured individually. Percent decrease caused by each drug was calculated and shown. n = 37-72. ****p < 0.0001, t-test. In all above panels, data shown are mean ± SEM.

We therefore tested the possible role of IGF signaling using BMS-754807, a potent IGF1R inhibitor that has been previously tested in zebrafish (11, 31–33). If Stc2a regulates somatic growth by inhibiting IGF signaling, then inhibition of IGF signaling should reverse these phenotypes. Treatment with BMS-754807 decreased body lengths in both *stc2a(Δ2 + 4)^-/-^* fish and wild-type control fish. The magnitude of decrease, however, was significantly greater in the *stc2a*(*(Δ2 + 4*)^-/-^ fish (**Figure 4C**). Likewise, ZnCl_2_, which inhibits pappalysin-mediated Igfbp degradation in human cells and in zebrafish (34), caused a greater percent decrease in body length in the *stc2a*(*(Δ2 + 4*)^-/-^ larvae compared to wild-type siblings (**Figure 4D**). To further test the role of IGF signaling, the mutant fish were treated with wortmannin, a PI3K inhibitor (35), and U0126, a MAPK inhibitor (36). Both inhibitors decreased body length in the wild-type as well as *stc2a(Δ2 + 4)^-/-^* fish. Again, the magnitude of decrease was significantly more pronounced in the *stc2a*(*(Δ2 + 4*)^-/-^ fish (**Figures 4E, F**).

### *stc2a*^-/-^ fish grew faster but had low survival rate under hypoxia

Hypoxia caused growth retardation and developmental delays in wild-type zebrafish embryos (**Figure 5A**) (8, 11). Although hypoxia reduced the body length and HTA in *stc2a(Δ2 + 4)^-/-^* (**Figure 5A**), the mutant fish still grew bigger compared to wild-type siblings under hypoxia (**Figure 5A**). Likewise, while hypoxia lowered HTA values in both genotypes (**Figure 6B**), the mutant fish developed faster (**Figure 5B**). Treatment of mutant fish with ZnCl_2_ reduced the body length and HTA value to the levels of wild-type fish (**Figures 5C, D**). We noted that mutant fish were prone to die under hypoxia and quantified their survival rate under hypoxia. They were significantly lower compared to the wild-type fish (**Figure 5E**, **Supplementary Table S1**). Addition of ZnCl_2_ restored the survival rate to the levels of wild-type control groups (**Figure 5F**, **Supplementary Table S1**), suggesting that pappalysin enzyme activity is required in the elevated growth and mortality in *stc2a^-/-^* mutant fish under hypoxic stress.

**Figure 5:**
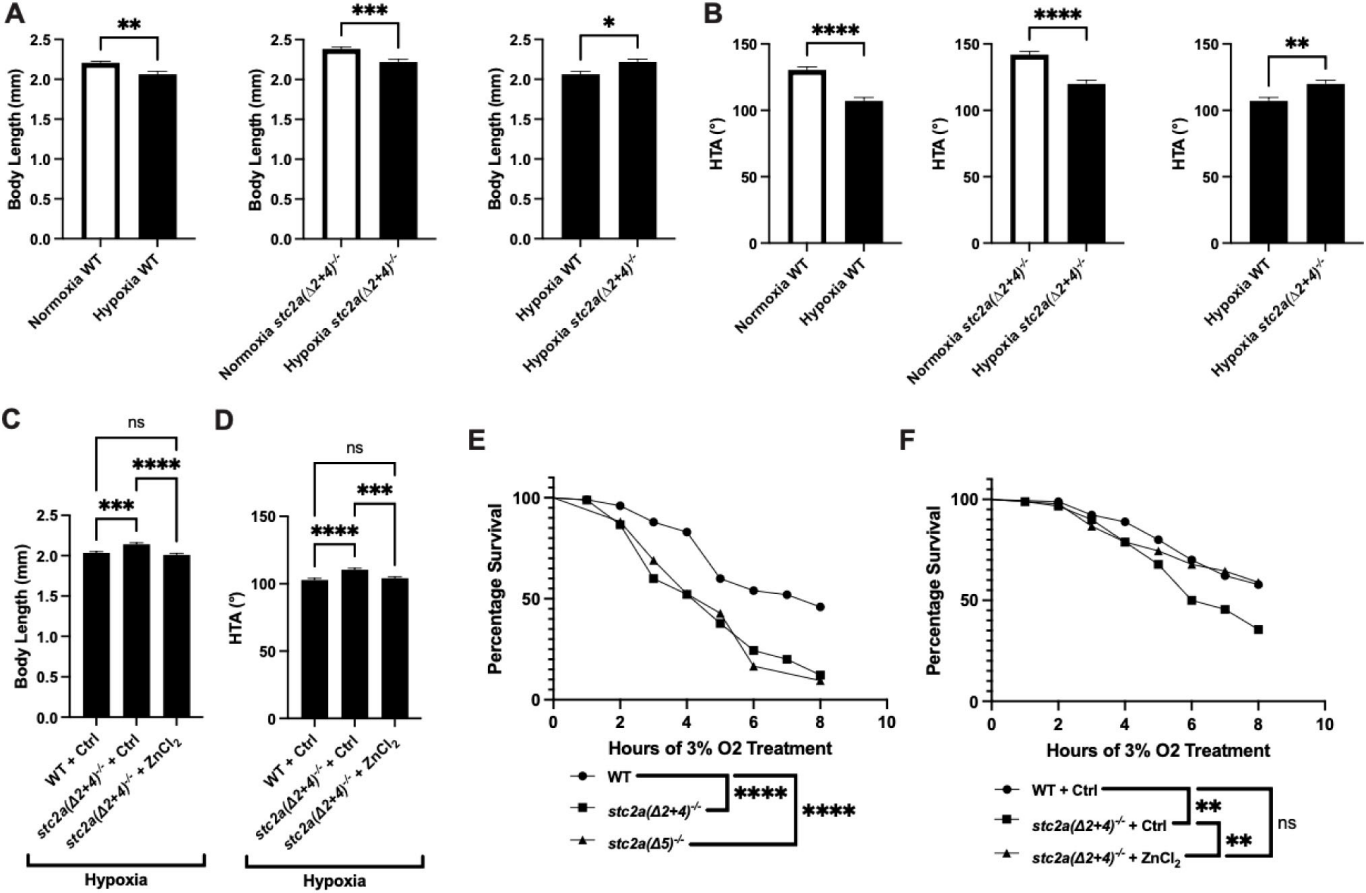
Stc2a regulates the growth-survival trade-off under hypoxia. **(A, B)** Loss of Stc2a attenuates hypoxia-induced growth retardation and developmental delay. Fish of the indicated genotypes were subjected to hypoxia (filled bar) or normoxia (open bar) from 25–51 hpf. Body length **(A)** and head-trunk angle (HTA) **(B)** were measured and shown as mean ± SEM. n = 10~20. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, t-test. **(C, D)** Fish of the indicated genotypes were subjected to hypoxia treatment from 25–51 hpf in the presence or absence of 8 μM ZnCl_2_. Body length **(C)** and HTA **(D)** was measured and shown as mean ± SEM. n = 58~73. ***p < 0.001, ****p < 0.0001, One-way ANOVA with multiple comparisons. **(E)** Fish (5 dpf) of the indicated genotypes were exposed to hypoxia (3% O_2_) and survival rates were assessed and shown. ****p < 0.0001, Mantel-Cox log rank test. n = 42-100. **(F)** Fish (5 dpf) of the indicated genotypes were exposed to hypoxia (3% O_2_) in the presence or absence of 8 μM ZnCl_2_. The number of survival fish were assessed at the indicated time. **p < 0.01, ns, not significant. Mantel-Cox log rank test, n = 45-90.

**Figure 6:**
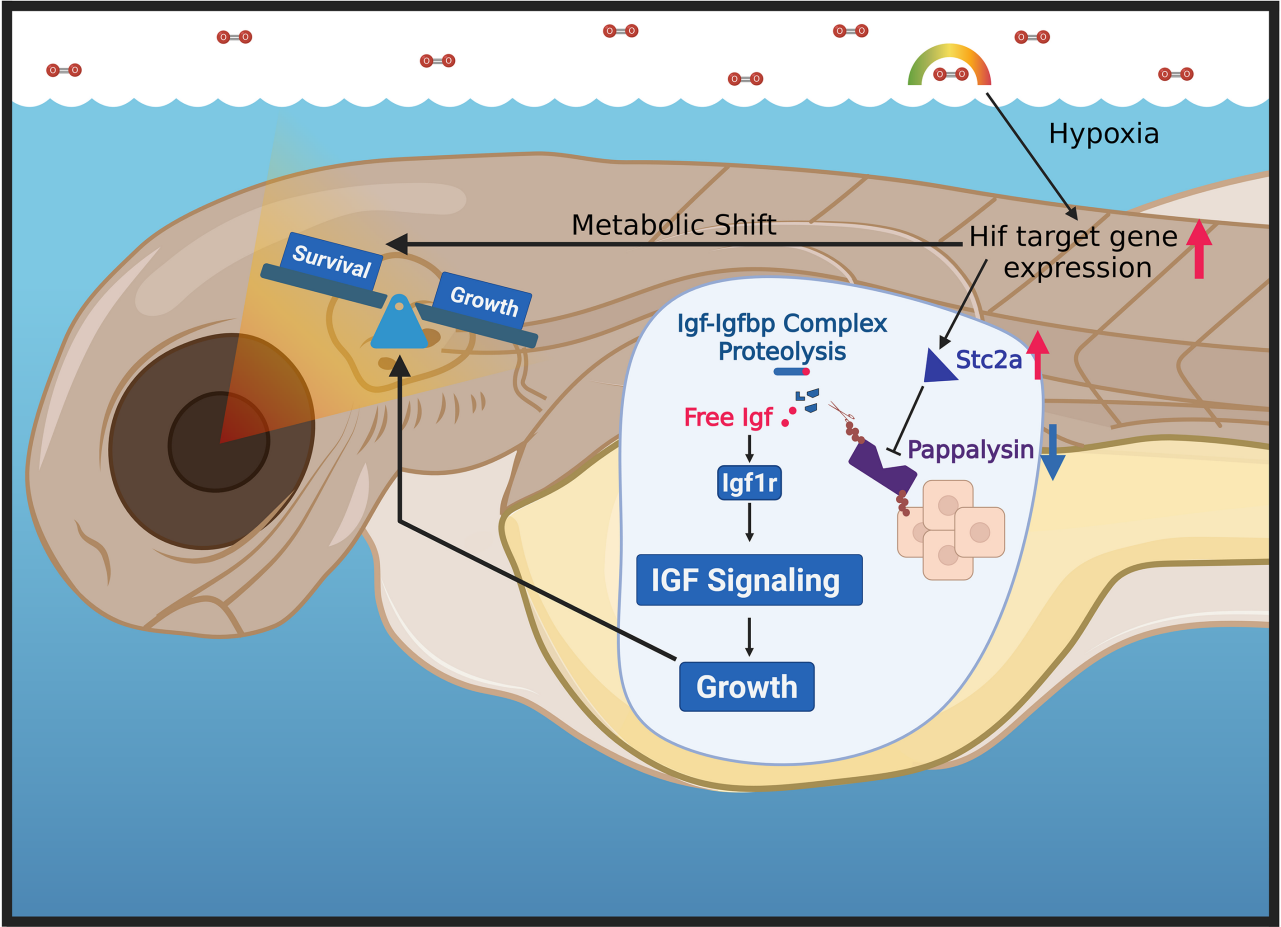
Proposed model. Hypoxia activates Hif-dependent gene expression, leading to metabolic shift towards glycolysis, protein breakdown, gluconeogenesis, and increases in hormonal signaling. An important hypoxia-induced hormonal factor is Stc2a. The increased Stc2a restricts growth and redirects toward critical survival processes by modulation of pappalysin metalloproteinase activity and IGF signaling. Created with BioRender.com.

## Discussion

The findings made in this study suggest that Stc2a functions as an important regulator of the somatic growth and organismal survival trade-off under hypoxic stress. We provided *in vivo* data showing that *stc2a* expression is induced by hypoxia. Loss of Stc2a increases the growth rate and developmental speed, leading to enlarged adult body size. When exposed to hypoxia, *stc2a*^-/-^ null animals exhibit accelerated growth but reduced survival. These phenotypes were reversed by inhibiting pappalysin metalloproteinase activity and by blocking IGF signaling, suggesting that these functions are mediated by pappalysin metalloproteinase and IGF signaling (**Figure 6**).

Stc2a is a member of the STC/Stc glycoprotein family. The first Stc protein was discovered from the Corpuscles of Stannius (CS), an endocrine organ in bony fish (37–39). Subsequent studies indicate that STC proteins are found in a wide range of species ranging from humans to eukaryotes such as Fungi, cnidarians, sponges, nematodes, and that most species have multiple STC genes (40). Humans, for example, have STC1 and STC2, while many teleost fish including zebrafish have 4, including *stc1a*, *stc1b*, *stc2a*, and *stc2b* (40). Previous studies have shown that loss of Stc1a, while had no effect on zebrafish somatic growth, increased the proliferation of calcium transporting ionocytes, resulting in abnormal calcium uptake, kidney stone formation, cardiac and body edema, and premature death (26, 27). The effect of Stc1a in ionocytes is mediated through its action on Papp-aa-mediated Igfbp5a proteolysis (26, 34). The functions of Stc2a and other Stc proteins, however, have not been previously reported. In this study, we show that genetic deletion of Stc2a increased growth rate and adult body and organ size. This finding agrees with published genetic studies in mice and humans. Stc2 knockout mice exhibit increased body growth (41), while mice overexpressing human STC2 are smaller (42). Human carriers of STC2 loss-of-functional mutation are taller than non-carriers (24). In a genome wide association study, STC2 and its binding partners (i.e., PAPP-A and PAPP-A2) are found in loci associated with human heights (43). Likewise, freshwater stickleback with different alleles with either increased or decreased *stc2a* expression are associated with decreasing or increasing spine length (44). Together, these findings suggest that STC2/Stc2a functions as a negative growth regulator in a wide range of species.

It has been suggested that STC2 inhibits somatic growth by inhibiting PAPP-A/A2-mediated IGFBP proteolysis and by reducing local IGF signaling (23). While this notion is well supported by *in vitro* biochemical evidence and clinical observation, there is little direct evidence *in vivo*. Taking advantage of zebrafish larvae and the availability of *stc2a*^-/-^ fish lines, we tested the importance of Stc2a-Papp-a-IGF signaling axis on somatic growth *in vivo*. Our results indicate that the elevated growth observed in Stc2a deficient fish was abolished by ZnCl_2_ treatment and by pharmacological blockade of the Igf1 receptor-mediated signaling. Likewise, inhibition of PI3 kinase and MAP kinase signaling reduced the growth rate of *stc2a*^-/-^ fish to the wild-type levels. These data have provided strong *in vivo* evidence that Stc2a inhibits somatic growth by negatively inhibiting pappalysin family metalloprotease activity and IGF signaling under normoxic conditions.

A new and important finding made in this study is that while loss of Stc2a increases somatic growth, it decreases organismal survival under hypoxic stress. Both actions are mediated by IGF signaling. This conclusion is supported by several lines of evidence. 

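In the RNA-seq data from 81 to 96 hpf, the size of the stc2a increase was compared between settings. DESeq2 gave a log2 fold change of 0.72 (standard error 0.07, adjusted p = 2.7e-21). DESeq2's size factors and upper-quartile factors in edgeR gave 0.72 and 0.73, and scaling by library size alone gave 0.63 (adjusted p = 3.7e-05 from edgeR's quasi-likelihood test). An increase above 0 was called under each of these settings, whereas an increase beyond the log2 threshold of 0.6 was not (glmTreat, adjusted p = 0.30).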

First, zebrafish *stc2a* is transcriptionally upregulated by hypoxia *in vivo*. Second, while hypoxia slows down the growth rate, the mutant fish still grew faster than the wild-type fish, suggesting that Stc2a deficient fish have an advantage in somatic growth under low oxygen conditions. Meanwhile, *stc2a^-/-^* mutants exhibited increased mortality under hypoxia. Both of these phenotypes were reversed by inhibiting pappalysin metalloproteinase activity. Hypoxia strongly induces the expression of *igfbp1a* and *igfbp1b* in zebrafish (8, 10, 45). Morpholino-based knockdown of *Igfbp1a* partially alleviates hypoxia-induced growth retardation by binding to IGF ligands and inhibiting their interaction with the Igf1 receptor (8). Likewise, the loss of *irs2b*, but not its paralog *irs2a*, blunts MAPK-activation and catch-up growth in hypoxia-treated and reoxygenated zebrafish embryos (46). The findings made in this study reveal yet another layer of the hypoxia adaptive response, showing that a specific physiological mechanism (Stc2a-Papp-a-Igfbp) is engaged in lowering IGF signaling to prioritize energy for organismal survival over somatic growth under hypoxic stress (**Figure 6**). Previous studies have shown that hypoxia causes developmental delay in rapidly developing zebrafish embryos (8). In the present study, larval zebrafish were used and the hypoxia treatment period was shorter and less severe. Therefore, developmental delay is unlikely to have a significant impact in the role of Stc2a found in the present study.

The notion that hypoxic induction of Stc2a inhibits IGF-stimulated somatic growth to divert resources away from growth for survival is in line with our transcriptomic analysis results. Among the top up-regulated KEGG pathways in hypoxia-treated fish is “neuroactive ligand signaling”. This finding, together with the high expression of Stc2a in the adult brain, is consistent with the idea of prioritization of brain function. Hypoxia also caused a metabolic shift towards glycolysis and gluconeogenesis, as indicated by KEGG analysis results. Among the enriched genes are *pfkpb3, hk1, pkma*, and *gpia*. Pfkfb3 is a key regulator of glycolysis and plays a crucial role for the metabolic changes seen in rapidly proliferating cancer cells, a phenomenon known as the Warburg effect (47, 48). The hk1 gene encodes hexokinase 1, which catalyzes the first step of glycolysis. There was also a significant upregulation of *ucp3* (uncoupling protein 3), which is involved in uncoupling substrate oxidation from the ATP synthesis and reducing oxygen-dependent ATP production (49). Pkma or pyruvate kinase enzyme catalyzes the last step of glycolysis. The gpia gene encodes glucose phosphate isomerase a, which is critical in gluconeogenesis. Hypoxia treatment also resulted in a significant downregulation of *gck* (glucokinase) and *ppp1r3c2a* (protein phosphatase 1 regulatory subunit 3C), indicating a shift away from glycogen synthesis (50) One of the most enriched groups of down-regulated DEGs are peptidases-endopeptidases and their regulators/inhibitors. This together with the up-regulation of gluconeogenesis and amino acid synthesis is indicative of change in protein breakdown in these animals to meet the energy demand to a level that can be met by the limited oxygen supply. We speculate these changes help to divert energy from growth to vital function and survival. Future functional studies are needed to test whether these metabolic changes are causal to the observed increase in mortality in *stc2a*^-/-^ mutant fish.

In conclusion, our results suggest that Stc2a limits IGF-mediated growth in favor of survival under hypoxic stress. STC2 gene has been reported to be up-regulated by hypoxia in culture human cells and mouse retina (43, 51, 52). A meta-analysis of 128 hypoxia-related human RNA-seq datasets found human STC2 upregulated in 73 datasets across varying tissue types and hypoxia severities (53). Therefore, the hypoxic induction of STC2/Stc2a is likely conserved across species. Future studies will be needed to elucidate the functional role of STC2 in the hypoxia response in mammals and humans. There may also be species differences in the HIF isoform(s) involved in the hypoxic regulation of STC2/Stc2 expression. While previous studies in human cell culture systems suggest a possible role of HIF1 in regulating STC2, we found that the hypoxic induction of *stc2a* expression is impaired in Hif2a-deficient zebrafish, suggesting that the hypoxic induction of *stc2a* expression may be mediated by Hif2 in zebrafish.

### Limitations of the study

Because zebrafish larvae are tiny, several dozen were pooled for Western blotting analysis of phospho-Akt and phospho-Erk levels. No difference was detected between *stc2a^-/-^* and wild-type fish. This was likely due to low sensitivity of Western blotting and the lack of resolution. Future studies are needed to develop more sensitive and quantitative assays to detect local IGF signaling activities. In this study, ZnCl_2_ was used as a generic pappalysin metalloproteinase inhibitor. The specific pappalysin metalloproteinase isoform(s) involved with the reported Stc2a action is unclear. qRT-PCR analysis did not detect major changes in *papp-aa* and *papp-a2* mRNA levels in stc2a-/- mutant fish. While there was a trend of increase in *papp-ab* mRNA levels, it was not statistically significant. The actual protein levels and their activities are currently unclear. Among the 3 zebrafish pappalysin members, Papp-aa could cleave human IGFBP5 and IGFBP4 *in vitro*, whereas it did not cleave other 4 human IGFBPs (34). Zebrafish Papp-ab has been shown to cleave human IGFBP4 and IGFBP5 but not the other four IGFBPs (29). Zebrafish Papp-a2 can cleave human IGFBP3 and IGFBP5, but not other IGFBPs (30). Zebrafish has a total of 9 *igfbp* genes, including igfbp1a, 1b, 2a, 2b, 3, 5a, 5b, 6a, and 6b (8, 10, 18, 19, 54–56). The specific Igfbp(s) involved in the Stc2a action reported in this study remains unknown. Future studies will be needed to develop reagents and tools to measure these pappalysin metalloproteinase activities, identify their substrates, and develop conditional knockout and isoform-specific inhibitors to dissect their role(s) in somatic growth and survival trade-off under hypoxia stress.

## Materials and methods

Unless noted otherwise, chemical and molecular reagents were purchased from Fisher Scientific (Pittsburgh, PA, United States). Restriction enzymes were purchased from New England Biolabs (Ipswich, MA, United States) or Promega (Madison, WI, United States). TRIzol were purchased from Life Technologies (Carlsbad, CA, United States). Oligo primers were ordered from Integrated DNA Technologies (Coralville, IA, United States). PureLink RNA Mini Kit, PureLink DNase Set, DTT, RNaseOUT Recombinant Ribonuclease Inhibitor, and M-MLV reverse transcriptase were purchased from Invitrogen (Waltham, MA, United States). Anti-GAPDH primary antibody purchased from Proteintech (Rosemont, Illinois, United States). All other primary antibodies purchased from Cell Signaling Technology (Danvers, MA, United States). Secondary antibodies purchased from LI-COR Biosciences (Lincoln, Nebraska, United States). BMS-754807 was purchased from JiHe Pharmaceutica (Beijing, China). Alizarin Red and ZnCl_2_ were purchased from Sigma (St. Louis, MO, USA). Wortmannin was purchased from Calbiochem (Gibbstown, NJ). U0126 was purchased from Selleck Chemicals (Houston, Texas).

### Experimental animals

Zebrafish were maintained following standard zebrafish husbandry guidelines (57). All experiments using zebrafish were conducted in line with guidelines approved by the Institutional Animal Care & Use Committee, University of Michigan. Embryos and larvae were raised in standard E3 medium as reported previously (58). 0.003% (w/v) N-phenylthiourea (PTU) was added to the E3 medium to prevent pigmentation when required. Modified low calcium media was prepared following a previously reported protocol (32). In addition to wild-type (WT) fish, *Tg(igfbp5a:*GFP*)* fish (28), *hif2αbΔ10^-/-^* (e.g., epas1b.2, (59)), *stc1a^-/-^* (26), *stc2a(Δ2 + 4)^-/-^* and *stc2a(Δ5)^-/-^* (this study) were used.

### RNA sequencing and differential expression analysis

Zebrafish larvae were subjected to hypoxia (6% O_2_) or normoxia (20.9% O_2_, atmospheric level) from 81 to 96 hours post-fertilization (hpf). Each group comprised three to four biological replicates, with 30 larvae pooled per replicate. Total RNA was extracted using the PureLink™ RNA Mini Kit (Invitrogen) and treated with DNase using the PureLink™ DNase Set (Invitrogen). Independent RNA sample sets (n = 3~4) were submitted for library preparation and sequencing at the Advanced Genomics Core, University of Michigan. Poly(A) RNA libraries were constructed using the NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext UltraExpress RNA Library Prep Kit (New England Biolabs). Sequencing was performed on the Illumina NovaSeq X Plus platform, generating 89.5–104.6 million paired-end reads (151 bp) per sample. Raw sequencing reads were processed to remove low-quality bases and adapter sequences using Trimmomatic (v0.39) (60), and read quality was evaluated before and after trimming using FastQC (v0.12.1) (61). Trimmed reads were then aligned to the zebrafish reference genome (GRCz11, Ensembl release 113) using STAR (v2.7.10) (62), with gene annotations obtained from Ensembl (63). Read counts were obtained using featureCounts (v2.0.7) within the Subread package (64). DEseq2 (v1.46.0) was used to analyze the differential expression between the groups (65). Genes with adjusted p-value (padj) < 0.05 and |log_2_ fold change| > 0.6 were considered differentially expressed genes (DEGs). Gene Ontology (GO) and KEGG pathway enrichment analyses of DEGs were performed using the org.Dr.eg.db annotation database (v3.20.0) (Carlson) and the clusterProfiler R package (v4.14.4) (66). Enriched terms with p-value and q-value < 0.05 were considered statistically significant. Top GO terms and KEGG pathways were visualized using the dot plot function, and gene-concept networks (CNETs) were generated using the cnetplot function, both implemented in the clusterProfiler R package. All statistical analyses were conducted using R software (v4.4.1).

### Gene expression analysis by Real-time RT-qPCR and data mining

RNA was isolated from a pool of 15~30 zebrafish larvae or from adult zebrafish tissue as reported (67). RNA was reverse-transcribed to cDNA using oligo-dT primers and M-MLV reverse transcriptase (Invitrogen). qPCR was performed using SYBR Green (Bio-Rad) on a StepONE PLUS real-time thermocycler (Applied Biosystems) as previously reported (68). The expression level of a target gene transcript was normalized by 18s rRNA or β-actin mRNA levels. PCR primers were designed based on sequences as described in previous studies, the NCBI Gene database, and by NCBI Primer Blast (27, 69) and are listed in **Supplementary Table S2**. The spatial expression information of stc2a mRNA was extracted from the Single-cell RNA-seq dataset from ZebraHub (https://zebrahub.org) using Scanpy (v1.11.1) (25). Expression of *stc2a* mRNA was extracted and averaged across tissue categories defined by annotation. Mean expression values were computed per tissue, and relative expression was calculated by normalizing to the sum of expression across all tissues. Visualization and downstream analysis were performed using Seaborn and Matplotlib.

### Generation of *stc2a^-/-^* lines by CRISPR/Cas9

Two sgRNAs targeting the *stc2a* gene were designed using CHOPCHOP (http://chopchop.cbu.uib.no/). Their sequences are: *stc2a*-gRNA1-oligo1: 5’- GCTGCTGCTCTCCGTATTGG-3’ and *stc2a*-gRNA3-oligo3: 5’-GGGTGACTCTCGTGCACATC-3’. sgRNA(30–40 ng/ul) mixed with Cas9 mRNA (200–400 ng/ul) were injected into *Tg*(*igfbp5a:*GFP) at the 1-cell stage (70). The injected F0 fish were raised to adulthood and crossed with *Tg*(*igfbp5a:*GFP*)* fish (28). The DNA of the F1 fish were extracted by fin clipping and analyzed by sanger sequencing. Heterozygous F1 male and female fish were crossed to generate the F2 fish.

### Genotyping

Genomic DNA, isolated from adult fin or whole larval lysate, were digested with proteinase K (60 μg/mL) in SZL buffer (50 mM KCl, 2.5 mM MgCl_2_, 10 mM Tris-HCl (pH 8.3), 0.45% NP-40, 0.45% Tween 20, 0.01% gelatine). Samples were digested at 60°C for 2 hours and at 95°C for 15 minutes. The *stc2a^-/-^* fish genotyping was performed by PCR and by direct DNA sequencing as previously reported (71).

### Morphology and developmental tracking

The bright-field images of larvae zebrafish were acquired using a stereomicroscope (Leica MZ16F, Leica, Wetzlar, Germany) equipped with a QImaging QICAM camera (QImaging, Surrey, BC, Canada). Head-trunk-angle, adult zebrafish body length, body weight, and brain weight was measured following published protocols (8, 11). Larval body length measured from inner ear stone to tail end. Image J was used for image analysis and data quantification.

### Alizarin red staining

Alizarin red staining was performed as described previously (72). The bright-field images were acquired as described above. The whole-body images were joined together with Adobe Photoshop. Dorsal and pelvic spine lengths measured by ImageJ.

### Drug treatment

All drugs used in this study, except ZnCl_2_, were dissolved in DMSO and further diluted to desired concentrations. ZnCl_2_ was dissolved in distilled water. Zebrafish larvae were treated with drugs and vehicle as described previously (28). Drug solutions were changed daily.

### Hypoxia treatment and survival curves

Hypoxia treatments were performed using the Invivo2–300 Hypoxia Workstation with an I-CO_2_N_2_IC advanced gas mixing system (Baker Ruskinn, Sanford, ME). Gas tanks were purchased from Cryogenic Gases (Detroit, MI). CO_2_ levels were kept constant at 1.4%. In addition to monitoring the gas values shown by this machine, an oxygen meter was utilized for a secondary reading (Sper Scientific, Scottsdale, AZ). The temperature was maintained at ~ 28°C. Zebrafish larvae were set up in 6-well plates at a density of 15 larvae per well with 3–5 mL of E3 or drug medium. The number of dead larvae was counted hourly based on appearance and motor response to stimulus.

### Western blotting

Zebrafish larvae (30–40 per group) were homogenized in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1 mM EGTA, 0.1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, pH 7.4) containing a cocktail of protease inhibitors and phosphatase inhibitors on ice for 30 seconds. Zebrafish homogenates were centrifuged at 13,000 rpm, 4°C, for 20 minutes. The protein concentration of the supernatant was measured by Bradford assay (Bio-rad) and normalized. 2X urea loading buffer (150 mM Tris pH 6.8, 6 M Urea, 6% SDS, 40% glycerol, 100 mM DTT, 0.1% Bromophenol blue). Samples were heated at 95°C for 5 minutes and subjected to 12% SDS-PAGE gels and transferred to a nitrocellulose membrane for western blot analysis. After incubation with primary and secondary antibodies, membranes were scanned using the Odyssey CLx imaging system (LI-COR). The ratios of phosphorylated to total protein were calculated after the images had been analyzed. The primary antibodies were mouse anti-GAPDH (1:4000, Proteintech), rabbit anti-Akt (1:1000, Cell Signaling Technology), rabbit anti-P-Akt (S473) (D9E) XP^®^ (1:2000, Cell Signaling Technology), rabbit anti-p44/42 MAPK (1:2000, Cell Signaling Technology), rabbit anti-Phospho-p44/42 MAPK (D13.14.4E) XP^®^ (1:2000, CellSignaling Technology). The secondary antibodies, goat anti-mouse IRDye 680LT and goat anti-rabbit IRDye 800CW were purchased from LI-COR Biosciences and used at 1:10,000 dilution.

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 9 software (GraphPad Software, Inc., San Diego, CA). Values are shown as means ± SEM. Statistical significance between experimental groups was performed using unpaired two-tailed t-test, one-way ANOVA followed by Tukey’s multiple comparison test, or two-way ANOVA with multiple comparisons. Differences between the experimental groups in survival curves were analyzed using the Mantel-Cox log-rank test. Statistical significances were accepted at *p < 0.05, **p<0.01, ***p < 0.001, ****p < 0.0001.

## Data Availability

The RNA‐seq datasets generated for this study can be found in the GEO repository under accession number GSE311532. All other data supporting the findings are available in the article or supplementary files.

How the deposited data were processed for this re-analysis (not part of the article)

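Poly(A) RNA-seq libraries of 4 normoxia (20.9% O2) and 3 hypoxia (6% O2) pools of 30 zebrafish larvae, exposed from 81 to 96 hpf, were analysed. The sample labels and the column names of the table gave the group and replicate number of each library. The authors trimmed the reads with Trimmomatic 0.39, aligned them to GRCz11 (Ensembl release 113) with STAR 2.7.10 and counted them per gene with featureCounts 2.0.7, and they deposited whole-number counts without normalization. The paper's methods state neither the strand setting nor how reads that map to several places were counted. No gene in the table has a total below 10 counts over the 7 libraries, and the paper's text names no such filter. All 7 columns of counts were used.

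Total counts were 70275114 to 78235938 per library in normoxia (median 74063895.5) and 67083058 to 69920400 in hypoxia (median 69006430). At these totals, without TMM scaling, 3 counts, taken as the floor, correspond to 0.0383 to 0.0447 CPM, which covers counting error only. Replicates of a group were compared with each other by a chi-square test over genes. The statistic per degree of freedom was 7.04 to 20.9 in the 9 pairs, so that no pair differed by as little as sampling noise. This test cannot show that the libraries came from separate pools, which the paper's methods state. Each library was counted as 1 replicate.

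Differential expression was computed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit and glmQLFTest, Benjamini-Hochberg adjustment), with the paper's thresholds of adjusted p under 0.05 and absolute log2 fold change over 0.6. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F statistic. CPM values use TMM-scaled library sizes, and principal components and distances use log2 CPM with a prior count of 2. The functions were tested on simulated counts of 23716 genes with the means, dispersions and library sizes of the real ones. Of these, 200 genes with a mean count of at least 50 were changed by known log2 fold changes of 1 or more. As many were raised as lowered. The edgeR test recovered 197 of the 200 (98.5%) and called 3 unchanged genes. DESeq2 recovered 197 and called 1 unchanged gene, and limma on loess-normalized values recovered 197 and called 2. With few, large and balanced changes, the simulation does not test calls near the log2 threshold of 0.6 or at lower counts. It does not test the scaling under a broad or uneven change either.

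The alternatives were DESeq2 1.42.0, DESeq2's size factors within edgeR, library size only, upper-quartile factors, no count filter, at least 10 counts in every library, the fold-change threshold inside the test, a log2 threshold of 1, the replicate number as a block, and leaving out each replicate in turn. They were chosen before the data were examined. Cyclic loess normalization followed by limma 3.58.1 was added after seeing the data. The replicate numbers used for the block come from the sample labels, and the paper does not state that equal numbers pair the pools.

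The genes named were fixed in advance as the genes the paper names and those with the highest and lowest log2 fold changes among DEGs with a mean normalized count of at least 50 and groups that do not overlap. The reference used here does not pair Ensembl identifiers with symbols, and the identifiers printed in Fig. 2A paired 20 genes with the counts. Of these 20 symbols, 17 were matched in the RefSeq gene table of GRCz12tu, which was used only for names and for genes that overlap. Overlapping genes were found there for stc2a, admb, smtlb, rln1, pth1b and epoa, whose counts are uncertain to that extent. The other genes that the paper names, its KEGG and GO terms, TPM values and GC content were not analysed here.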

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

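The test of admb was chosen after its outlying library was seen and before its own result was computed, and the comparison with other divisions of the libraries was planned beforehand.

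At the adjusted p threshold, 9295 genes differed between hypoxia and normoxia without passing the fold-change threshold, and the paper does not discuss them. They were flagged as a signal outside the genes the paper reports on. Of the 8 divisions of the 7 libraries into 4 and 3 that part every pair with the same replicate number, 1, the division by O2 level, gave as many genes with an adjusted p under 0.05 (11790) and 1 gave as many DEGs (2495). With 8 divisions the share cannot fall below 0.125, so this comparison could not have ruled out an accident of grouping. The other 27 divisions keep at least 1 same-numbered pair together, and over all 35 divisions it was also 1, the division by O2 level, that gave as many. None of the 34 other divisions gave a gene with an adjusted p under 0.05; at an unadjusted p under 0.05 they gave a median of 274 genes and from 101 to 8306, against 13335 for the division by O2 level. Both O2 levels stand in both groups in 30 of these 34 divisions and in one of the groups in 4, which widens the spread within groups. The number of genes past the adjusted p was 12067 with scaling by library size only and 11866 with cyclic loess, added after seeing the data. Both settings did change other results, with 427 and 812 up-regulated DEGs in place of 729. The number of genes past the adjusted p did not fall under either. With cyclic loess, this argues against a trend of the ratios with abundance as the reason for that number. Library size only shifted the median log2 fold change of all genes to -0.10. The median absolute log2 fold change of the 11790 genes was 0.38. So small a shift could hardly lower their number, and this setting cannot decide whether scaling was the reason. GC content and gene length were not tested, and the genes cannot be told apart from a bias of that kind. A broad shift of small size under hypoxia is a hypothesis.

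In normoxia, replicate 3 had 4.62 CPM of admb, while the other 3 libraries lay between 3.79 and 3.90, a gap of 0.860 of the group's range. Among 23 values tested in this way 1 was flagged, and chance gives 1.15. If the scaling of replicate 3 were the reason, it would be the highest normoxia library in most of the other 19 genes of Fig. 2A; it was so in 6, where 4.75 are expected. The overlap of admb with a long non-coding RNA gene in the RefSeq annotation was not tested as a reason, and no biological explanation was tested. The log2 fold change of admb stayed between 0.64 and 0.76 with each library left out in turn.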

How the results depend on the processing

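Counts of genes stayed within 1.5 times their values under DESeq2, DESeq2's size factors, upper-quartile factors, both other count filters and the replicate block. With the threshold inside the test there were 300 DEGs, 133 up and 167 down (44.3% up), 4 genes of Fig. 2A were called, and stc2a, at a log2 fold change of 0.72, was not (adjusted p = 0.30; over all its alternatives the adjusted p ran from 2.7e-21 to 0.30). With a log2 threshold of 1 there were 685 DEGs, 172 up and 513 down (25.1% up), 7 genes of Fig. 2A were called, and stc2a, again at 0.72, was not. Both settings ask for a larger change than the thresholds of the paper. With library size only there were 427 up-regulated DEGs (14.7% of the calls in place of 29.2%) and 2484 down-regulated ones, and the median log2 fold change of all genes was -0.10, in place of -0.00438. With cyclic loess, chosen after seeing the data, 33.0% of the calls were up; the cause was not tested.

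Across the 7 fits that each left out one replicate, there were from 1847 to 3179 DEGs, from 576 to 913 up and from 1271 to 2266 down, with 28.7% to 31.3% of the calls up. Genes with an adjusted p under 0.05 numbered from 9509 to 12021. From 16 to 20 genes of Fig. 2A were called. The log2 fold change of stc2a stayed between 0.67 and 0.79 and its place by CPM, without each of the 3 hypoxia replicates, was 2. The first principal component held from 54.9% to 66.3% of the variance. It held 67.4% over the 500 most variable genes and 72.9% with DESeq2's variance-stabilizing transformation; the cause was not tested.

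With the replicate number as a replicate block, on replicates 1 to 3 of both groups, there were 2700 DEGs, 827 up and 1873 down. The same libraries without the block gave 2644 DEGs, 817 up and 1827 down. Of the 2700, 2313 were among the 2495 DEGs of the fit without a block on all libraries. The deviations of same-numbered libraries from their group means correlated at 0.0878 on average across genes (0.190, 0.0520 and 0.0211 for numbers 1, 2 and 3).

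For the other 19 genes of Fig. 2A, 322 values were computed under the alternatives. In 281 the call was unchanged, in 41, from 16 genes, the direction was kept and the call lost, and in 0 the sign changed. The depth limits cnp4l, which had at most 3 counts in each normoxia library and has no value with at least 10 counts in every library. GC offsets, TPM by either gene length, and the tests of gene lists by symbol were not run, as gene lengths, GC content and a pairing of symbols with identifiers were not used here.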

Differences from the paper's values

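None of the 3 counts the paper states differed from those found here by more than 1.5 times. The paper reports 2411 DEGs, 703 up and 1708 down, against 2495, 729 and 1766 here. With DESeq2, the tool named in the paper's methods and an alternative set before the data were examined, the counts were 2411, 703 and 1708. Of the other alternatives set before the data were examined, library size only (427 up) and the 2 settings that ask for a larger change (300 and 685 DEGs) differed by more than 1.5 times.

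Fig. 2A places nppcl2 first by TPM. By CPM, which does not correct for length, vgf was first at 52.7 and nppcl2 was the fourth at 17.3. The place of stc2a is the second in both.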

Other observations

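Of the tests below, those of depth, of the down-regulated excess without the most abundant genes and of the order on the second principal component were chosen only after the result was seen. Cyclic loess was also added after seeing the data.

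The 3 hypoxia libraries lay at unequal distances from normoxia. On the first principal component they were 48.3, 66.6 and 81.1 units from the normoxia mean in replicates 1, 2 and 3, a ratio of 0.596 between replicates 1 and 3. A difference in depth does not account for it, since the totals of replicates 1 and 3 (69006430 and 69920400) stand in a ratio of 0.987. Without the 100 most abundant genes the ratio of displacements was 0.595, and 100 of the 23716 tested genes carry too little weight to show more. Among genes called without replicate 1, that replicate reached 0.743 of the change of the other hypoxia replicates in genes that rose and 0.654 in genes that fell, on the linear scale. The difference between the directions, 0.0883, was below the limit of 0.1 set for it. A dilution of replicate 1 with RNA of less exposed larvae predicts such a small difference. The same shares were 0.939 and 1.01 for replicate 2 and 1.07 and 1.22 for replicate 3. Replicate 2, with a difference of -0.0702, was within the limit too, so passing it does not single out a dilution. Replicate 3, at -0.145, was beyond it. A mixed pool and a weaker response in replicate 1 both remain open, and the labels give no measure that separates them. Whether replicate 3 stood apart in place of replicate 1 was not tested. No biological explanation was tested.

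More genes were called down than up (1766 against 729), although without the fold-change threshold 49.5% of the genes with an adjusted p under 0.05 were higher in hypoxia, a share that TMM, which centres the fold changes, largely holds near 50%. With the 100 most abundant genes left out and scaling by the remaining library size the share of up calls was 21.4%, but this scaling still shifted the median log2 fold change of all genes to -0.05, so it cannot tell whether a few genes taking most of the counts were the reason. The highest share in fits without one of the hypoxia libraries was 31.3%, and with cyclic loess it was 33.0%. With the threshold inside the test, which takes the error of each fold change into account, the share was 44.3% (133 up and 167 down), so the size of the excess depends on how the threshold is applied. GC content and gene length were not tested, and the excess cannot be told apart from a bias of that kind.

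With the threshold inside the test, 18.2% of the up calls were kept and 9.46% of the down calls. The median standard error of the down-regulated DEGs was 1.46 times that of the up-regulated ones (0.165 against 0.113), which is in line with a larger spread between replicates as the reason. This spread lay in the hypoxia libraries, where the median SD of log2 CPM was 0.272 for down-regulated and 0.125 for up-regulated DEGs. In normoxia it was 0.173 and 0.160. Down-regulated DEGs were also less abundant in hypoxia (median 3.03 CPM against 6.51 CPM). Over 678 pairs of a down- and an up-regulated DEG matched on mean CPM in hypoxia, the median SD in hypoxia was 0.254 and 0.131, a ratio of 1.94, so lower counts in hypoxia did not account for the wider spread. The SD is of log2 values, and the pairs were not matched on the linear size of the change. The ratio therefore cannot separate a wider spread from pools that differ in the degree of 1 response. That genes that fell may vary more between hypoxic pools than genes that rose is a hypothesis, and GC content and gene length were not tested. The shares of the change reached by the 3 hypoxia replicates, given above, also ran wider in genes that fell (0.654 to 1.22) than in genes that rose (0.743 to 1.07).

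The 100 most abundant genes took 28.8 ± 0.399% of the counts in normoxia (SD, n = 4) and 31.1 ± 0.311% in hypoxia (SD, n = 3), without overlap between the groups (exact permutation test on the absolute difference, p = 0.029, the smallest these group sizes allow). The difference between the means was 2.32 percentage points, and the lowest hypoxia library was 1.68 percentage points above the highest normoxia library. A difference in depth does not account for it, since hypoxia replicate 3 and normoxia replicate 1, with totals of 69920400 and 70275114, still differed by 2.84 percentage points (31.1% and 28.2%). The 10 most abundant genes carried 1.34 of the 2.32 percentage points. Over the genes ranked 11 to 100 the lowest hypoxia library was still 0.649 percentage points above the highest normoxia library, so the separation was not confined to those 10 genes. Of the 100 genes 82 had a log2 fold change above 0, with a median of 0.20, while 3 were called up and 1 down. Counts give shares of a library, and whether the amount of mRNA per larva changed was not tested. The gap of 0.649 over ranks 11 to 100 is consistent with a small rise of many abundant mRNAs under hypoxia beside that of the first 10, but GC content and gene length were not tested as reasons.

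The second principal component (9.49% of the variance) ordered replicates 1 to 3 alike in both groups, with scores of 14.2, -0.279 and -18.6 in normoxia and 18.2, 8.34 and -15.7 in hypoxia. Of the 6 ways to pair these libraries, the pairing by number gave the largest sum of products of the scores, a share of 0.167, the smallest that 3 pairs allow. Scores in the same order in both groups always give this result, so the share only restates that order. A shared origin of same-numbered pools could give this order, and at this number of pairs it cannot be told apart from an accident of order.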
